A study of Mus musculus with 9 samples. Its data were reported in "The E3 ubiquitin ligase activity of RING1B is not essential for early mouse development" (2015).

How the data were processed

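Transcript levels were measured in 9 samples of E14Tg2a mouse embryonic stem cells (mESCs), a male line grown from a blastocyst, with 1 single-colour Agilent SurePrint G3 mouse array per sample. The samples formed 3 groups of 3, taken from the sample titles: the parental cells (wild type, WT), cells without RING1B because exon 3 of its gene, Rnf2, was deleted on both alleles (Ring1B−/−, KO), and cells in which both alleles encode RING1B with alanine in place of an isoleucine that contacts the E2 enzyme (Ring1B I53A/I53A, I53A). RING1B is the main subunit of Polycomb repressive complex 1 (PRC1) that attaches ubiquitin to histone H2A in these cells. The I53A protein is built into PRC1 but lacks this ligase activity. The study calls the 3 samples of each group biological replicates, and nothing in the sources used here says that these were separate cultures, so each p-value measures the spread between these samples, which may be technical. These sources describe no independently derived lines of the same mutant genotype for the arrays. A difference between groups may therefore belong to a cell line and not to its mutation. Titles number the samples 1 to 3, and these numbers were used, although another label of all 3 KO samples carries the number 1.

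The authors hybridised Cy3-labelled cRNA, scanned the slides and extracted spot values with Agilent Feature Extraction 11.5.1.1. In the deposited scan files each spot has a processed fluorescence intensity on a linear scale (arbitrary units, background already subtracted by the software) and flags for outlier, saturated or dim spots. In the deposited series table, values are log2 intensities after averaging repeated probes and quantile normalisation, kept by the authors for 30170 probes that map to 1 Ensembl gene and are mostly unique sequence. That table also holds the authors' log2 fold changes, p-values and Benjamini-Hochberg (BH) adjusted p-values of KO and I53A against WT from limma. Each array held 62976 spots, 3671 of them controls. Between 0.4% and 0.548% of the non-control spots of an array were outlier-flagged and between 5 and 9 spots were saturated. Between 45.3% and 57.4% of the tested probes were well above background, and this share, together with 3 arrays per group, limits the precision. The arrays lay on 2 slides. Slide 1 held WT 1, WT 2, KO 2, KO 3, I53A 1 and I53A 2, and slide 2 held WT 3, KO 1 and I53A 3. Each group had its own column on the slide, so column and group cannot be told apart.

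Values were recomputed from the processed intensities in R 4.3.3 with limma 3.58.1. Control spots and outlier-flagged spots were left out, intensities were log2 transformed, the 432 probes with several spots (up to 10) were averaged, and the 9 arrays were quantile normalised over 55681 non-control probes. The 30170 probes of the series table were tested, with the gene assigned there. Of these, 26851 had 1 gene symbol, 97 had several and 3222 had none. A gene was identified by its symbol, or by its Ensembl identifier where it had none, which gave 21679 genes. Gene positions are those of GRCm38 (RefSeq), and 98.6% of the transcription start sites in the deposited table lay within the reference gene of the same symbol or 1000 bases of it. A limma model with 1 mean per group (6 residual degrees of freedom, moderated two-sided tests) gave the log2 fold change (log2FC), its standard error (SE) and BH-adjusted p for KO against WT, I53A against WT and KO against I53A. A probe was called at an adjusted p under 0.05 and a change of more than 2-fold, the thresholds the authors also used. A gene whose dimmer group lay at background on some or all arrays is given as "at least" a fold. For this, signals under the background limit of their array were raised to that limit. Where no signal lay under its limit, the value equals the fold of the group means. This was so for Col4a1, Gata6, Hoxc9, H19, Inpp4a, Chac1, Bdh2, Acta2, Gjb1 and Ifi27. No fold is given where both groups lay at background. The dimmer group was above background on 1 of 3 arrays for Zscan4a, Col4a1, Gata6, Hoxc9, Ppp1r9a, Dhh and Prss23, and on 2 for Gjb1, H19, Acta2, Inpp4a, Chac1, Bdh2, Ifi27, Prdm14 and Gbp3.

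Lists of genes were tested with camera (a function of limma, preset inter-gene correlation of 0.01) on 1 probe per gene, the brightest, with BH adjustment over 20 lists in each comparison. They were PRC1 subunits, PRC2 subunits, Hox genes, developmental regulators known as Polycomb targets, pluripotency genes, primitive and visceral endoderm genes, trophoblast genes, neural genes, mesoderm genes, germline genes, cell cycle inhibitors, p53 targets, imprinted genes, 2-cell stage genes, fibroblast genes, Y-linked genes, X-linked genes, heat shock and stress genes, housekeeping genes and the 11 genes that the study assayed by RT-PCR. That last list was picked in the study on the same cell lines. The imprinted list was written after H19 had been seen in the sources used here, so neither list is independent evidence. The RT-PCR genes Hoxb13 and Hoxd10 are also in the Hox list and Tex19.1 in the germline list. For these members those lists are not independent of the study either. Each list test was repeated with the correlation estimated from the data. The function fry was run as well and tests another null, no change in a list's genes, where camera compares them with all other genes. Chromosomes were tested in the same way, with 21 chromosomes per comparison. The groups, tests, lists and the alternative settings below, except those named last, were fixed before the data were examined.

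Genes were named by a rule: in each comparison the 8 largest increases and 8 largest decreases among called probes with 1 symbol, no overlap between the groups' arrays and signal well above background on all 3 arrays of the brighter group, then up to 4 members of each list (called members with the largest change, otherwise the brightest), the RT-PCR genes and Rnf2. Some genes that this rule picks are not reported here. Other names were chosen after the values were seen and are said to be so.

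The shared WT arrays make the changes in KO and I53A correlate even when nothing changes. The covariance this adds was taken from the residual spread of the fit and subtracted before the slope of the I53A change on the KO change was computed, and 100 simulations gave the overlap and shared signs that arise with I53A unchanged and the KO changes kept (as measured, shrunk by their error, or of called probes only, the highest value being given). The steps were tested on simulated data made from the residuals, with 200 changed probes per group: in KO against WT, 5.97% of 2-fold, 77.6% of 4-fold and 89.4% of 8-fold changes were called and 0.0234% of unchanged probes.

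The alternative settings were the deposited normalised values, normexp background correction (offset 50, from the median spot and background signals in place of the processed intensities), scaling to the 75th percentile, flagged spots kept, dim probes left out, all non-control probes, the mean of all probes of a gene, genes counted in place of probes, each array left out in turn, 2 groups in the fit, slide or replicate number as a block, slide 1 alone (2 arrays per group), eBayes with trend and robust, no fold threshold, and treat at 1.2-fold. Slide 2 held 1 array per group and could not be tested alone. Leaving out chromosome 11, blocking by slide row and the checks of the shared WT arrays were added after the results were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.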

Results

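The 9 arrays compared KO and I53A cells with the WT mESCs they came from, to ask how much of the transcription controlled by RING1B depends on its E3 ligase activity. On the first principal component of the 9 arrays (27.8% of the variance) the KO arrays lay between 49.5 and 70.5, the WT arrays between −51.8 and −45.4 and the I53A arrays between them, from −25.5 to 8.04. Rnf2, the gene that encodes RING1B (chromosome 1, 151469398 to 151500991 in GRCm38), had 1 probe. Its log2 signal was 8.35 ± 0.11 in WT, 7.78 ± 0.39 in KO and 8.79 ± 0.27 in I53A (mean ± SD, n = 3 arrays, as for all group values), and the KO change (log2FC −0.57, SE 0.26, limma adjusted p 0.288) and the I53A change (log2FC 0.44, adjusted p 0.661) did not pass the test. Where the probe lies relative to the deleted exon was not established, so this level does not check the labels. None of the 17 housekeeping genes measured was called by limma in KO (1 higher and 4 lower at an unadjusted p under 0.05) or I53A (0 and 2), and the list did not pass the test (adjusted p 0.475 and 0.552 in limma's camera).

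Loss of RING1B removes both the ligase and the scaffold of PRC1, and the first comparison asks which transcripts this releases or lowers. Genes of the earliest embryo were among the largest increases in KO cells. Pramel6 (chromosome 2, 87506565 to 87510865), a PRAME family gene active in preimplantation embryos, was at background on all 3 WT arrays (2.11 ± 0.27) and reached 9.72 ± 0.24 in KO, at least 61.7-fold higher (adjusted p 7.6e-07). Gm2022 (chromosome 12, 87892834 to 87896722), a 2-cell stage gene, went from background to 9.97 ± 0.19, at least 73.3-fold higher (adjusted p 7.6e-07). Gm8300 (at least 23.7-fold, adjusted p 5.21e-05) and Gm21319 (at least 13.5-fold, 0.00051), which lie on the same chromosome between 87514316 and 87775755, rose as well. Zscan4a, a zinc finger gene of 2-cell embryos, rose at least 20.6-fold (adjusted p 0.00278) with 1 WT array above background. The bicarbonate transporter gene Slc4a5 (chromosome 6, 83207580 to 83304945) was already expressed in WT (6.73 ± 0.37) and rose to 11.90 ± 0.09 (log2FC 5.17, SE 0.27, adjusted p 1.05e-05). The uncharacterised genes Gm9 (at least 33.8-fold, adjusted p 8.67e-06) and C130026I21Rik (at least 23.4-fold, 1e-04) completed the 8 largest increases.

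The decreases in KO cells were fewer and smaller. Napsa, which encodes the aspartic protease napsin A (chromosome 7, 44572445 to 44586846), fell from 10.42 ± 0.30 to 5.78 ± 0.19 (log2FC −4.64, SE 0.24, adjusted p 9.36e-06). Tcl1b1, a Tcl1 family gene, fell at least 5.85-fold (adjusted p 0.00762). The actin-binding protein gene Tagln (log2FC −2.65, SE 0.31, adjusted p 0.00121), the sodium pump regulator Fxyd6 (−2.65, 0.000531) and the gap junction gene Gjb1 (at least 5.75-fold, 0.00151) fell to a similar degree. Smlr1 (at least 5.47-fold lower, adjusted p 0.0178) and the neuronal kinesin gene Kif1a (at least 4.66-fold, 0.0377) were the least secure of these. The Smlr1 call ended without WT 2, WT 3, KO 1 or KO 2 (adjusted p up to 0.0768), and that of Kif1a without any WT or KO array or I53A 3 (up to 0.135).

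KO cells had 824 probes called higher than WT and 334 lower, from 755 and 304 genes (2.73% and 1.11% of the probes tested). Increases were the larger changes by the median log2FC, which was 1.72 and −1.37, or 1.53 and −1.33 with probes dim in one group placed at their bound. By the fitted log2FC 285 probes rose and 37 fell more than 4-fold. These 4-fold counts include probes with a group at background, where the size of the change was not measured. In 378 of the 824 and 74 of the 334 probes the dimmer group was at background on every array. In 44 and 36 of these both groups were at background. A signal at background does not show that a gene was silent. By the authors' deposited statistics, 789 and 315 probes passed the same thresholds. With normexp 233 and 92 probes were called, with treat at 1.2-fold 516 and 170, with slide as a block 801 and 324, and within slide 1 (2 arrays per group) 290 and 42. Leaving out WT 1, WT 3, KO 2 or KO 3 gave 472, 456, 518 or 506 higher, and leaving out WT 1, WT 2, WT 3, KO 1 or KO 3 gave 149, 178, 152, 191 or 197 lower.

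**Figure D1:**
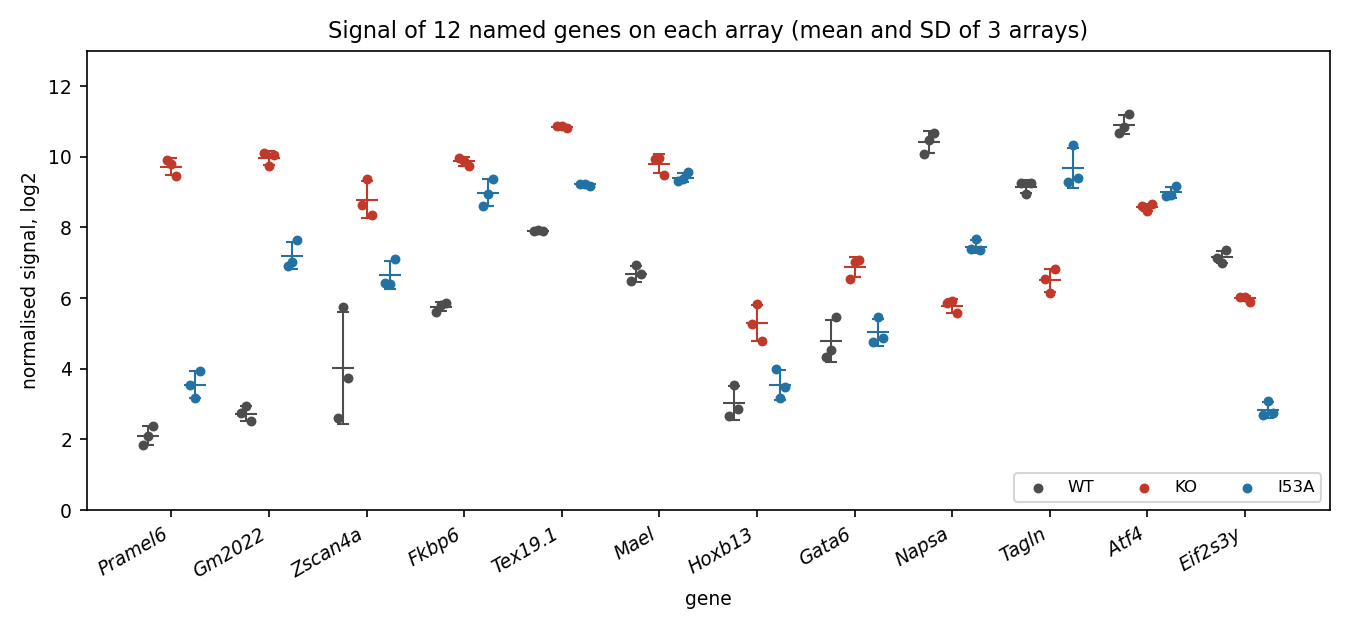
Normalised log2 signal (y axis) of 12 named genes (x axis) on each of the 9 arrays, with points for single arrays coloured by group and bars for the mean and SD of 3 arrays. Pramel6 lies at 2.11 in WT and 9.72 in KO, and Gm2022 at 2.73 in WT, 9.97 in KO and 7.20 in I53A.

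Germline genes, silenced in most cells outside the gonads, had the lowest camera p of the lists in KO cells. Of 40 measured, 20 rose and 1 fell, and 21 rose and 1 fell adjusted over the list alone (camera adjusted p 3.89e-22, 0.00114 with estimated correlation). Their median log2FC was 1.18, or 1.59 over the 35 members above background in at least 1 group with dim members at their bound. The testis tubulin genes Tuba3a (log2FC 4.59, SE 0.39, adjusted p 0.000163) and Tuba3b (at least 15.4-fold, 0.000272), the synaptonemal complex gene Syce1 (4.11, 0.000163) and the meiotic gene Fkbp6 (4.10, 2.09e-05) led the list. The member that fell was Sycp3 (log2FC −1.57), named after its value was seen. Genes of the 2-cell stage shifted up too: 8 of 15 rose and none fell, 9 and 0 both adjusted over the list alone and at an unadjusted p under 0.05, with a median of 1.68 (1.70 with bounds, adjusted p 1.91e-13, or 0.00291 with estimated correlation). Another 8 fixed members of that list, among them most Zscan4 copies, have no probe in the tested set. Blocking by slide gave adjusted p 4.22e-21 for germline and 2.51e-12 for 2-cell stage genes, and slide 1 alone gave 4.29e-19 and 1.51e-11.

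Some developmental genes that Polycomb complexes keep silent in mESCs rose in KO cells. Of 37 Hox genes, 4 rose (Hoxb13, at least 2.87-fold, Hoxc9, at least 3.07-fold, Hoxc4, at least 2.16-fold, and Hoxd10, log2FC 1.21) and none fell, 9 rose adjusted over the list alone, and 16 rose and 0 fell at an unadjusted p under 0.05 in limma. The Hox median was 0.33 (0.66 with bounds and the 15 members at background in both groups left out), with a camera adjusted p of 4.4e-05 that became 0.09 with estimated correlation. Hoxc4 and Hoxd10 each lost their call without WT 2, WT 3 or any KO array (adjusted p up to 0.107 and 0.116). Of 103 developmental regulators, 15 rose and none fell (23 and 2 at an unadjusted p under 0.05), 17 rose adjusted over the list alone, and among them were Lhx2 (at least 4.27-fold), Meis2 (at least 4.41-fold) and Gata4 (at least 1.7-fold). The regulators' median was 0.11 (0.14 with bounds), with adjusted p 0.00276 (0.0196 with estimated correlation), and the shift was lost with 75th percentile scaling or with dim probes left out (adjusted p up to 0.123). Among 26 primitive and visceral endoderm genes, 7 rose and 1 fell, 8 and 1 adjusted over the list alone, with a median of 0.52 (0.60 with bounds) and adjusted p 0.00276. This shift had an adjusted p of 0.124 with estimated correlation and was also lost with dim probes left out (0.154). Col4a1 (at least 6.19-fold, adjusted p 0.00118), Gata6 (at least 4.27-fold, 0.00656) and Gata4 rose, while Apoe, named after its value was seen, fell (log2FC −1.76, 0.00091). For Col4a1 and Gata6 these values equal the fold of the group means. With slide as a block the adjusted p-values of Hox, developmental and endoderm genes were 7.12e-05, 0.0039 and 0.00438, and within slide 1 they were 3.78e-05, 0.0165 and 0.00138.

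Of 23 pluripotency genes, 2 rose (Tbx3, log2FC 1.84, and Dppa3, 1.31) and 2 fell (Dppa4, −1.17, and Sox2, −1.03, the latter named after its value was seen) in KO cells, 5 were higher and 6 lower at an unadjusted p under 0.05, and the list did not pass (adjusted p 0.407). Pou5f1 did not pass the test (log2FC −0.21, adjusted p 0.683). The Dppa3 call ended without WT 1, WT 3, KO 1 or KO 2 and the Dppa4 call without any WT array, KO 2 or KO 3 (adjusted p up to 0.118 and 0.103). Trophoblast genes split, with 6 of 22 higher and 1 lower (Id2, −1.46, named after its value was seen), led by the X-linked homeobox genes Rhox6 (log2FC 2.73) and Rhox9 (2.04), and did not pass as a list (0.43). Rhox9 lost its call without WT 1, WT 3, KO 2 or KO 3 (up to 0.0833). Imprinted genes had 8 of 44 higher and 2 lower, with an adjusted p of 0.623. This list was written after H19 had been seen in the sources used here. The 2 lower were Impact (−1.39) and Ppp1r9a (at least 3.03-fold), named after their values were seen. Zrsr1 (2.05), Ascl2 (1.97) and H19 (at least 3.76-fold) were among those that rose. Ascl2 was not called without WT 1 or WT 3 (up to 0.0642). The stress response genes Atf4 (−2.34, adjusted p 0.000352), Chac1 (−1.74, 0.0281) and Ddit3 (−1.39, 0.00383) fell among 19 genes of that list (0.192). Chac1 was not called without any WT array, KO 1 or KO 3 (up to 0.0992).

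Of the other lists, none passed camera in KO against WT with the main settings. Other settings called fibroblast, Y-linked and RT-PCR genes with 75th percentile scaling (adjusted p 0.0254, 0.0254 and 0.0173) and with the mean of all probes of a gene (0.0327, 0.0342 and 0.0189), and fry, which tests a list against no change and not against the other genes, called fibroblast, stress and RT-PCR genes (0.00949, 0.0131 and 0.000133). PRC1 subunits had 2 of 25 higher (adjusted p 0.291), with Bcor (log2FC 1.32) among them, and PRC2 subunits had Suz12 (1.42) and Ezh1 (2.14-fold) higher of 11 (0.646). Nes (at least 4.51-fold), Neurog1 (at least 1.95-fold) and Zic1 (1.52) rose among 24 neural genes (0.852), where the median was −0.02 and the mean 0.14. Mesoderm genes had 4 of 26 higher (Eomes, Mesp2, Snai1 and Nkx2-5, the last at background in both groups, adjusted p 0.475), and fibroblast genes had Thy1 higher (1.31) and Tagln and Acta2 (at least 2.63-fold) lower of 23 (0.074). Eif2s3y and Ddx3y, the latter at background in both groups, were lower among 8 Y-linked genes (0.0864), Perp (−1.34) was lower among 22 p53 targets (0.407) and Cdkn1c (1.29) higher among 10 cell cycle inhibitors (0.346). No X-linked gene of 16 was called in limma (1 higher and 2 lower at an unadjusted p under 0.05, list 0.43). Among imprinted genes, too, the median (−0.01) and the mean (0.15) differed in sign. Of the RT-PCR genes Tex19.1 (2.93, 2.98e-05), Hoxb13 and Hoxd10 rose (0.074), and Cdkn2a did not pass (1.94, adjusted p 0.0731) except without KO 2 (0.0206), though a dimmer probe of it did (at least 3.96-fold, 0.00228). Adjusted over the list alone, the counts of these 10 lists and of the trophoblast list were the same but for fibroblast genes (2 higher, 2 lower), p53 targets (1 and 1), cell cycle inhibitors (2 and 0) and RT-PCR genes (4 and 0). Pluripotency, imprinted and stress genes then had 2 and 3, 8 and 3, and 1 and 4. Several of these calls and lists rested on single arrays. Suz12, Ezh1 and Bcor lost their call without WT 1, WT 2 or KO 2, Suz12 and Ezh1 without KO 1, Ezh1 and Bcor without WT 3, and Bcor without KO 3 (adjusted p up to 0.0951, 0.117 and 0.0843). Neurog1 was not called without WT 2, WT 3, any KO array or I53A 3, and Zic1 without any WT or KO array (up to 0.128 and 0.104). Eomes lost its call without any of the 9 arrays (up to 0.163), Nkx2-5 without any WT or KO array (up to 0.112), Mesp2 without WT 1, WT 3, KO 1 or KO 3 (0.0852) and Snai1 without WT 1, WT 2 or any KO array (0.103). Acta2 lost it without any array but KO 3 (up to 0.141), Thy1 without WT 1, WT 3 or KO 1 (0.0762), Cdkn1c without WT 2, WT 3, KO 1 or KO 2 (0.09), Eif2s3y without WT 1, WT 3 or KO 3 (0.0712) and Ddx3y without WT 1, WT 3, any KO array or I53A 3 (0.122). The PRC1 list passed without KO 1 (adjusted p 0.0459), the Y-linked list without WT 2 or KO 1 (0.0274 to 0.0338), the fibroblast list without WT 3 (0.0402) and the RT-PCR list without WT 3 or KO 3 (0.0402 to 0.0472).

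**Figure D2:**
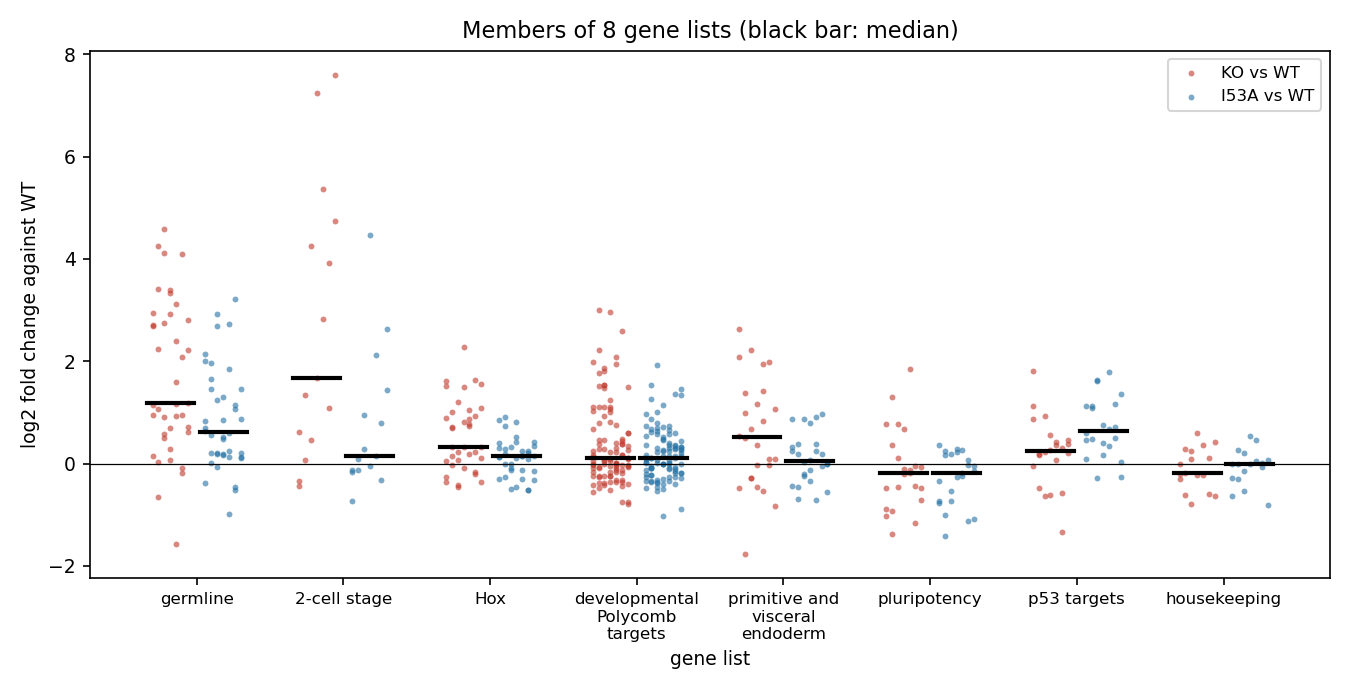
Log2FC against WT (y axis) of each member of 8 gene lists (x axis) in KO and I53A, with points for genes and black bars for medians. The germline median lies at 1.18 in KO and 0.62 in I53A, and the p53 target median, whose shift did not pass camera in KO (adjusted p 0.407) and did in I53A, at 0.25 and 0.63.

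Genes of chromosome 11 were raised together in KO cells. The median log2FC of 1707 chromosome 11 genes was 0.22 in KO against WT (camera adjusted p 2.12e-05, 0.00345 with estimated correlation) and 0.21 in KO against I53A (1.63e-08). In I53A against WT it was −0.01 (0.96), and no chromosome passed camera there (lowest unadjusted p 0.179, on the Y). Among bright genes the chromosome 11 median lay 0.43 above that of the other chromosomes (0.41, 0.41 and 0.48 in the 3 KO arrays). Blocking by slide gave an adjusted p of 1.95e-05 and slide 1 alone 0.000176. Of the 824 probes called higher in KO, 173 (21%) were on chromosome 11, which holds 8% of the probes tested, and 651 and 321 calls lay elsewhere. Of the fewer calls in I53A against WT, 11 of 71 higher (15.5%) and 5 of 28 lower (17.9%) were on this chromosome. In KO, germline genes off chromosome 11 still had 16 of 36 higher. Suz12, Ezh1, Hoxb13, Tex19.1 and Zrsr1 are on this chromosome, and their changes include any shift of it as a whole.

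**Figure D3:**
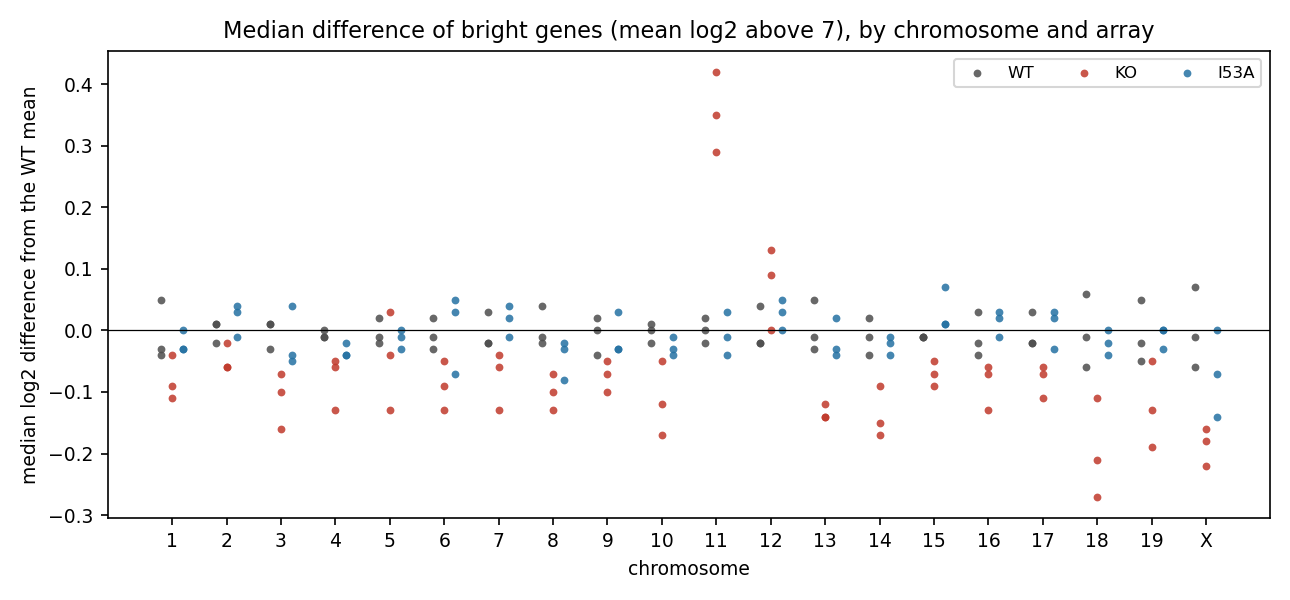
Median log2 difference of bright genes (mean log2 signal above 7) from the WT mean (y axis) for each chromosome (x axis), with 1 point per array coloured by group. On chromosome 11 the 3 KO arrays lie at 0.29, 0.35 and 0.42 and the WT and I53A arrays within 0.04 of 0.

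The I53A cells keep RING1B in PRC1 without its ligase activity, and their comparison with WT asks which transcripts depend on that activity. Differences may also belong to the I53A line, or to the lower RING1B levels at target sites that the paper reports for it. Far fewer genes were called than in KO cells, and germline genes were among those that rose. Gm2022 went from background to 7.20 ± 0.39, at least 10.8-fold higher (adjusted p 9.47e-05). The meiotic and piRNA pathway genes Fkbp6 (chromosome 5, 135291704 to 135351809; log2FC 3.22, SE 0.24, adjusted p 0.000825) and Mael (chromosome 1, 166201385 to 166238744; 2.72, SE 0.23, 0.00166) and the synaptonemal complex gene Syce1 (2.93, 0.00881) rose. So did Sall2, a zinc finger transcription factor (at least 5.38-fold, 0.00546), Nes, which encodes the intermediate filament nestin (at least 4.69-fold, 0.00881), Fbp1, a gluconeogenesis gene (at least 4.47-fold, 0.0185), and Dhh, desert hedgehog (at least 3.1-fold, 0.0439). Eif2s3y, a Y-linked translation factor gene (chromosome Y, 1010562 to 1049134), had the largest decrease, from 7.16 ± 0.18 to background (2.84 ± 0.23), at least 10.9-fold (4.97e-05), with 5.99 ± 0.08 in KO. Cpsf4l on chromosome 11 fell at least 7.26-fold (0.00362), Napsa fell as in KO but less (log2FC −2.95, SE 0.24, 0.0012), and Inpp4a (at least 7.57-fold, 0.0482), Chac1 (at least 7.18-fold, 0.0153), Bdh2 (at least 4.69-fold, 0.0205), Gjb1 (log2FC −2.22, 0.0187) and the growth factor gene Fgf18 (−2.12, 0.00685) made up the rest. Of the named genes Gm2022, Fkbp6, Mael, Sall2, Eif2s3y, Cpsf4l, Napsa and Fgf18 were called whichever array was left out. Over all comparisons, tests on named genes lost 24 and gained 2 calls with slide row as a block. With slide as a block they lost 10 and gained 1. Which genes these were is not reported here. Syce1 lost its call without WT 3 (adjusted p 0.0574), Nes without WT 1, WT 3, I53A 2 or I53A 3 (up to 0.0581) and Chac1 without WT 1, WT 2, I53A 2 or I53A 3 (0.0773). Fbp1, Bdh2 and Gjb1 lost it without any WT or I53A array (up to 0.0982, 0.11 and 0.0888), Inpp4a also without KO 3 (0.186) and Dhh without any array but WT 1 (0.159).

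The I53A comparison called 71 probes higher and 28 lower, from 66 and 26 genes (0.235% and 0.0928% of the probes tested), with 1619 and 1155 probes at an unadjusted p under 0.05. The median log2FC of the called probes was 1.95 and −1.60 (1.82 and −1.60 with bounds), and 32 and 10 changed more than 4-fold. The authors' deposited statistics gave 60 and 26 probes at the same thresholds. With slide as a block 58 and 18 were called, with slide row as a block, a setting added after the results were seen, 29 and 8, and slide 1 alone, with 2 arrays per group, left 1 and 1. Counts were lower with normexp (25 and 21), 75th percentile scaling (35 and 9), treat (38 and 12) and 2 groups in the fit (35 and 11), and higher with dim probes left out (181 and 83) and with eBayes trend and robust (137 and 61). Without WT 1, WT 2, WT 3, KO 2, I53A 1, I53A 2 or I53A 3 the higher count was 16, 23, 18, 44, 35, 18 or 20 and the lower count 6, 6, 8, 17, 8, 5 or 10.

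Germline genes had the lowest camera p of the lists in I53A cells. Of 40, 6 rose (Fkbp6, Syce1, Mael, Tuba3a, Meioc and Tex19.1), 14 adjusted over the list alone and none fell (19 and 1 at an unadjusted p under 0.05), with a median of 0.62 (0.70 with bounds, adjusted p 1.33e-13, or 0.00458 with estimated correlation). Tuba3a (log2FC 2.69, adjusted p 0.0228) lost its call without any WT array, I53A 2 or I53A 3 (up to 0.11) and Tex19.1 (1.31, 0.0228) without any WT or I53A array (0.121). The p53 targets, which did not pass in KO (adjusted p 0.407, median 0.25), rose as a list: the median was 0.63 (0.69 with bounds, adjusted p 4.27e-09, or 0.00468 with estimated correlation), and 1 of 22 was called, 7 adjusted over the list alone. That gene, Phlda3 (1.35, 0.0392), was not called once any 1 of the 9 arrays was left out (up to 0.19). Germline genes had adjusted p 4.77e-13 and p53 targets 3.37e-09 with slide as a block, and 4.8e-11 and 3.13e-07 within slide 1.

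Smaller shifts in I53A cells passed camera with its preset correlation. Genes of the 2-cell stage rose (1 of 15, Gm2022, 4 adjusted over the list alone, median 0.15, 0.08 with bounds, adjusted p 0.00165), but not with estimated correlation (adjusted p 0.0578) or with normexp (adjusted p 0.0869). This median leaves out 8 fixed members without a tested probe. Among them, probes outside the tested set for Zscan4f and Zscan4b were at least 28.1-fold and 21.6-fold higher in I53A. Of the named probes outside that set, 16 were called higher in I53A and 0 lower. Developmental regulators rose (Wnt6, at least 3.81-fold, and Neurod1, log2FC 1.45, of 103, 5 adjusted over the list alone, median 0.11, 0.25 with bounds, adjusted p 0.0145, or 0.041 with estimated correlation), except with 75th percentile scaling (adjusted p 0.0938), and Wnt6 was named after its value was seen. The Neurod1 call ended without any WT or I53A array (up to 0.109). Pluripotency genes fell by a median log2FC of −0.18 (none of 23 called in limma, 8 lower at an unadjusted p under 0.05, 3 lower adjusted over the list alone, camera adjusted p 0.00798), which was lost with estimated correlation (adjusted p 0.114) and with normexp. These 3 lists had adjusted p 0.00273, 0.0124 and 0.00755 with slide as a block and 0.0114, 0.0402 and 0.0307 within slide 1. Y-linked genes fell (adjusted p 0.0346, or 0.316 with estimated correlation, Eif2s3y of 8, 2 adjusted over the list alone, median −0.21, −0.15 with bounds). PRC2 subunits fell (adjusted p 0.0441, or 0.126 with estimated correlation, none of 11 called by either adjustment, 2 lower at an unadjusted p under 0.05, median −0.28). Trophoblast genes rose (adjusted p 0.0441, or 0.117 with estimated correlation, none of 22 called, 5 higher and 1 lower at an unadjusted p under 0.05, 1 lower adjusted over the list alone, median 0.20, 0.30 with bounds), as did neural genes (adjusted p 0.0441, or 0.117 with estimated correlation, Nes and Neurod1 of 24, 3 adjusted over the list alone, median 0.12, 0.17 with bounds). Within slide 1 none of these 4 lists passed (0.43, 0.105, 0.096 and 0.113), and with slide as a block the PRC2 and neural lists did not (0.0508 each), against 0.0458 for Y-linked and 0.0484 for trophoblast genes. With slide row as a block the Y-linked (0.0589), PRC2 (0.0689) and neural lists (0.0589) did not pass and the trophoblast list did (0.0429). These 4 lists also lost their call when 1 array was left out: PRC2 subunits without any array but KO 3 (adjusted p 0.0505 to 0.105), Y-linked genes without WT 3, KO 1, I53A 1 or I53A 3 (0.0515 to 0.125), neural genes without WT 2, WT 3, KO 1, KO 2, I53A 1 or I53A 3 (0.0524 to 0.1) and trophoblast genes without WT 1, WT 3, KO 1, I53A 1 or I53A 2 (0.0515 to 0.105).

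Stress genes did not pass as a list in I53A (0.097, but 0.0381 with dim probes left out and 0.0271 with fry, 3 of 19 lower, 1 higher and 4 lower adjusted over the list alone). In it Chac1, Atf4 (log2FC −1.92, adjusted p 0.00825) and Ddit3 (−1.25, 0.0371) fell in I53A as in KO. Atf4 lost its call without I53A 2 (0.0527) and Ddit3 without any array but KO 1 (up to 0.15). Of 44 imprinted genes and of 10 cell cycle inhibitors, Cdkn1c (1.84, 0.0204) was called, and without any WT or I53A array it was not (up to 0.102). The imprinted list (0.318, 3 higher and 1 lower adjusted over the list alone) and the inhibitors (0.552, 1 higher) did not pass. PRC1 subunits (0.985), Hox genes (0.318), endoderm (0.63), mesoderm (0.985), X-linked (0.987) and fibroblast genes (0.597) did not pass and had no member called in limma. At an unadjusted p under 0.05 they had 1, 1, 4, 3, 1 and 4 members higher and 0, 0, 1, 1, 1 and 1 lower. Adjusted over the list alone only fibroblast genes of these had calls (3 higher). The RT-PCR list had Tex19.1 higher by either adjustment (0.0518, but 0.0384 with eBayes trend and robust, 0.0165 with the mean of all probes of a gene and 0.00449 with fry). Median and mean had opposite signs for PRC1 subunits (0.03 and −0.02), mesoderm genes (−0.05 and 0.01) and cell cycle inhibitors (−0.05 and 0.28), and camera put PRC1 subunits, mesoderm and X-linked genes (median 0.01) on the lower side.

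The KO and I53A changes were compared to ask how much of the KO response is present when RING1B lacks ligase activity. Of the I53A calls, 51 of 71 higher (71.8%) and 22 of 28 lower (78.6%) were also called in KO in the same direction. No probe was called in opposite directions in limma (4 and 3 at an unadjusted p under 0.05 in I53A). Gm2022, Fkbp6, Syce1, Mael, Nes and Fbp1 rose in both mutants, and Napsa, Gjb1, Chac1, Bdh2, Fgf18, Atf4 and Ddit3 fell in both. Independent calls would share 1.94 and 0.31 probes, simulations that kept the KO changes and left I53A unchanged against the same WT arrays shared at most 1 and 1, and part of the excess may come from the shared WT arrays. Of the probes that rose in KO, 91.9% had a positive I53A change, and 92.2% of those that fell had a negative one, against at most 72.8% and 84.9% in these simulations. With KO called on 2 WT arrays and the I53A change taken against the WT array left out, these shares were 79.8% to 87.7% and 80.9% to 88.6%. Their median I53A change was 0.66 (0.56, 0.65 and 0.80 in the 3 I53A arrays) against 1.72 in KO, and −0.64 (−0.60, −0.69 and −0.61) against −1.37. The slope of the I53A change on the KO change over all probes, freed of the covariance from the shared WT arrays, was 0.402 ± 0.151 (0.245, 0.414 and 0.546 in the I53A arrays). Within slide 1 the slope was 0.249 and the median I53A changes 0.77 and −1.11, and with normexp the median of probes that rose in KO was 0.443.

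The KO and I53A changes were also compared by a direct test, which called 17.2% of simulated 2-fold differences, so a missing call does not show equal changes. Of the probes called in KO, 251 of those that rose (30.5%) and 61 of those that fell (18.3%) also differed between KO and I53A. Another 20 probes rose and 6 fell in I53A alone, of which 5 and 0 differed between the mutants in limma (17 and 5 at an unadjusted p under 0.05). The overlap itself varied with single arrays: without WT 1, WT 2, WT 3, KO 2, I53A 1, I53A 2 or I53A 3 it was 15, 23, 17, 33, 30, 17 or 19 probes higher, and without WT 1, WT 2, WT 3, I53A 1, I53A 2 or I53A 3 it was 4, 5, 5, 8, 5 or 8 lower. Slide 1 alone gave 1 and 0 shared probes, and slide row as a block 24 and 8. The shared count was 16 and 16 with normexp, 29 and 9 with 75th percentile scaling or treat, 128 and 49 with dim probes left out and 91 and 36 with eBayes trend and robust. The simulations drew each array independently and so leave out any link between arrays of the same slide row.

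**Figure D4:**
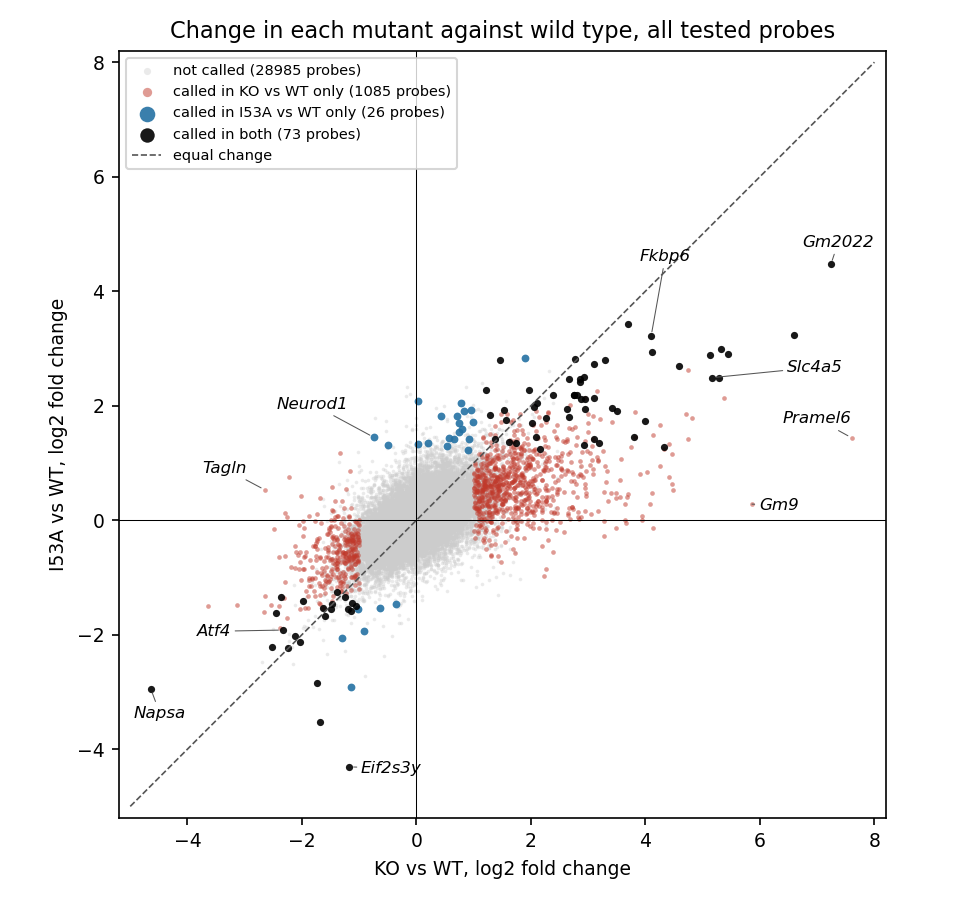
Log2FC in I53A against WT (y axis) and in KO against WT (x axis) for each tested probe, coloured by the comparison in which it was called, with a dashed line for equal change. Of the probes called, 73 were called in both mutants, and the slope over all probes was 0.402.

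KO cells were compared with I53A cells directly to ask what depends on RING1B beyond its ligase activity. The paper also reports less RING1B and less of the histone mark H3K27me3 at target sites in I53A cells. It found moderately less of the PRC1 subunit RYBP as well. The comparison therefore does not separate the ligase cleanly from the other functions of PRC1. Of the 8 largest increases, 7 were at background on every WT and I53A array. Pramel6 was at least 57.7-fold higher in KO than in I53A (adjusted p 1.2e-05) and Gm9 at least 33.1-fold (2.33e-05). Ifi27, an interferon-induced gene (chromosome 12, 103434189 to 103440245), was 9.32 ± 0.41 in KO and 5.05 ± 0.11 in I53A (at least 19.3-fold, adjusted p 4.71e-05). This value equals the fold of the group means. Pnma5 (at least 10.4-fold), the methionine cycle gene Bhmt (8.31), Spopfm2 (5.49), Glipr1 (12.9) and Tmem92 on chromosome 11 (10.6) were the other large increases, with adjusted p between 4.65e-05 and 0.000874. Tagln (log2FC −3.18, SE 0.31, adjusted p 0.00114), the p53 target Perp (−2.52, SE 0.20, 0.00051), the G protein gene Gng3 (−2.43, 0.00112) and the neuronal transcription factor gene Neurod1 (−2.20, 0.00101) were lower in KO. So were the protease gene Prss23 (at least 5.25-fold, 0.0251), Tmem47 (5.42, 0.00939) and Cdk14 (4.22, 0.0341). Eif2s3y was at least 4.88-fold higher in KO than in I53A (0.000188). Prss23 was not called without KO 1, KO 3, I53A 1 or I53A 3 (adjusted p up to 0.101) and Cdk14 without any WT or I53A array or KO 2 (0.114).

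In all, 289 probes were higher in KO than in I53A and 111 lower, from 262 and 102 genes, and 127 and 14 of them by more than 4-fold. The median log2FC was 1.91 and −1.39 (1.79 and −1.37 with bounds). Of the increases 72 (24.9%) were on chromosome 11, and of the decreases none of 111 in limma (48 chromosome 11 probes were lower at an unadjusted p under 0.05). Slide as a block gave 253 and 95, slide 1 alone 61 and 2, normexp 101 and 31, treat 187 and 39 and 2 groups in the fit 179 and 33, and the lower count was 72 with 75th percentile scaling and 179 with dim probes left out. Without KO 2, KO 3, I53A 1 or I53A 2 the higher count was 147, 153, 151 or 151. Without WT 1, WT 2, WT 3, KO 1, KO 2, KO 3, I53A 1, I53A 2 or I53A 3 the lower count was 58, 72, 68, 41, 45, 40, 30, 39 or 42.

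Genes of the 2-cell stage separated the mutants more than any other list by camera. Of 15, 7 were higher in KO than in I53A, 9 adjusted over the list alone, with a median of 1.72 (1.75 with bounds, adjusted p 7.95e-17, or 0.00285 with estimated correlation). Germline genes were higher as well (10 of 40, 12 adjusted over the list alone, median 0.61, 0.67 with bounds, adjusted p 7.07e-13, or 0.00285 with estimated correlation). The p53 targets were lower in KO than in I53A (Perp and Phlda3 of 22, 5 adjusted over the list alone, median −0.43, −0.60 with bounds, adjusted p 5.6e-05, or 0.0194 with estimated correlation), and the call of Phlda3 (log2FC −1.15, 0.0341) was lost without any array but WT 3 (up to 0.129). Hox genes were higher (Hoxb13 and Hoxc9 of 37, 4 adjusted over the list alone, median 0.33, 0.39 with bounds, adjusted p 3.44e-05, or 0.0656 with estimated correlation), with neither of these calls kept without WT 1, WT 3, KO 2, KO 3 or any I53A array and that of Hoxb13 also lost without KO 1 (up to 0.159 and 0.121). Endoderm genes were higher (3 of 26 against 1 lower, 5 and 1 adjusted over the list alone, median 0.33, 0.36 with bounds, adjusted p 0.000429, or 0.0656 with estimated correlation): Lama1 (log2FC 2.14), Gata6 (at least 3.59-fold) and Col4a1 (log2FC 1.75) rose and Apoe (−1.06), named after its value was seen, fell. Lama1 lost its call without KO 2, KO 3 or any I53A array (up to 0.0806), Gata6 without KO 2, KO 3, I53A 1 or I53A 3 (0.11) and Col4a1 without KO 2, KO 3, I53A 2 or I53A 3 (0.105). Fibroblast genes were lower (Tagln of 23, 2 adjusted over the list alone, median −0.09, −0.52 with bounds, 0.00362), but not with estimated correlation (adjusted p 0.0562). With slide as a block these 6 lists had adjusted p 1.88e-15, 1.95e-12, 5.98e-05, 4.95e-05, 0.000834 and 0.00457, and within slide 1 they had 2.8e-11, 7.23e-09, 0.00346, 0.0052, 0.00296 and 0.0572.

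The remaining lists did not pass camera between KO and I53A with the main settings. Without chromosome 11, a setting added after the results were seen, developmental regulators and mesoderm genes passed (0.0499 each). PRC1, PRC2, pluripotency and RT-PCR genes passed with 75th percentile scaling (0.0332, 0.0489, 0.00169 and 0.0489), developmental regulators with normexp (0.0294), neural genes with dim probes left out (0.0146), pluripotency genes with the deposited values or flagged spots kept (0.0345) and PRC1 subunits within slide 1 (0.0227), and fry called PRC2, developmental, pluripotency, neural and RT-PCR genes (0.0223, 0.00886, 0.019, 0.0066 and 0.0066). PRC1 subunits (adjusted p 0.142) had 1 higher and PRC2 subunits (0.266) had Suz12 higher, on chromosome 11, and the PRC1 list passed without KO 1 (0.00987). Suz12 lost its call without WT 1, WT 2, KO 1, KO 2 or any I53A array (up to 0.129). Pluripotency genes (0.175) had Tbx3 (1.58), Fbxo15 (1.32) and Prdm14 (at least 2.13-fold, named after its value was seen) higher and Dppa4 (−1.22) lower. Dppa4 lost its call without any 1 of the 9 arrays (up to 0.16), Tbx3 without WT 3, any KO array, I53A 2 or I53A 3 (0.109) and Fbxo15 without KO 2, KO 3 or any I53A array (0.088). Developmental regulators (0.142) had 2 higher and 1 lower, trophoblast genes (0.97) 1 and 1, imprinted genes (0.814) 2 and 1, RT-PCR genes (0.154) 2 higher, Y-linked genes (0.715) 1 higher and neural genes (0.154) 1 lower. Mesoderm (0.266), cell cycle inhibitor (0.814), X-linked (0.322), stress (0.814) and housekeeping genes (0.835) had no member called by limma, over all genes or adjusted over the list alone. At an unadjusted p under 0.05 they had 3, 1, 1, 3 and 0 higher and 2, 0, 0, 3 and 1 lower. Adjusted over the list alone, PRC1 subunits had 2 higher and 1 lower, PRC2 subunits 2 higher, pluripotency genes 4 and 1, developmental regulators 4 and 1, trophoblast genes 3 and 2, imprinted genes 4 and 1, RT-PCR genes 2 and 1, neural genes 2 lower and Y-linked genes 1 higher. Median and mean differed in sign for trophoblast (−0.02 and 0.07), imprinted (0.02 and −0.01), stress (−0.09 and 0.01), housekeeping (0.01 and −0.03) and Y-linked genes (−0.13 and 0.23), of which camera put only the Y-linked list on the higher side.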

Values the study reported

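The study reported 721 genes raised and 285 lowered more than 2-fold in Ring1B−/− cells. In Ring1B I53A/I53A cells it reported 55 genes raised and 25 lowered. Of these, 41 of the raised and 19 of the lowered genes were also changed in Ring1B−/− cells.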

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

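Signal was found in probes that the comparisons above do not use: 25511 non-control probes of the array lie outside the series table, to which the authors applied mapping filters. Tested in the same way with limma, 300 of them were higher and 74 lower in KO than WT, 37 higher and 6 lower in I53A than WT, and 158 higher and 24 lower in KO than I53A. The largest increases in KO included further copies of the Zscan4 family of 2-cell embryos, with the Zscan4f probe at least 119-fold (adjusted p 6.09e-07) and the Zscan4b probe at least 89.6-fold higher (1.38e-06). In I53A these probes were at least 28.1-fold (6.12e-05) and 21.6-fold higher (0.000108). Probes for AF067061 (at least 115-fold, 6.09e-07), the X-linked Xlr3b (at least 88.8-fold, 2.92e-05) and the interferon-induced Sp110 (at least 102-fold, 3.18e-06) were also raised in KO. None of these 5 probes was above background on any WT array, and near-identical copies of these genes were not told apart. These names were chosen after their values were seen, and the counts were kept apart from those of the tested probes because the gene behind a probe is uncertain.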

How the results depend on the processing

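The settings without chromosome 11 and with slide row as a block were added after the results were seen. No called list or gene, slope or median change reversed direction under any setting. Lists not called could change side: for example, the RT-PCR median in KO went from 0.12 to −0.14 without chromosome 11, and fry put PRC1 subunits and mesoderm genes in I53A on the other side than camera. Without chromosome 11 every count stayed within 1.5 times: 624 and 308 probes were called in KO, 53 and 21 in I53A, 201 and 97 between the mutants, 37 and 16 in both, with a slope of 0.424. The deposited values, flagged spots kept, all non-control probes and genes in place of probes also kept every count within 1.5 times. With all non-control probes these totals include the added probes. Of the main calls, that setting kept 956 of 1158 in KO, 67 of 99 in I53A and 327 of 400 between the mutants. Of the tests on named genes under other settings 5397 stayed on their side of the threshold, 628 lost and 53 gained a call. For lists these numbers were 1397, 66 and 37, and for chromosomes 1449, 0 and 0. Unless said otherwise, pairs of counts are higher, then lower.

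Counts moved with the signal used and with the filter on dim probes. With normexp, which also took the median spot signal as input, KO had 233 and 92 calls, I53A 25 higher (54.3% of its calls, against 71.7%), KO against I53A 101 and 31, both mutants 16 higher, and the median I53A change of probes raised in KO was 0.443. With dim probes left out I53A had 181 and 83 calls, both mutants 128 and 49, KO against I53A 179 lower, and 3 lists passed in KO. The 75th percentile scaling gave I53A 35 and 9, both mutants 29 and 9, KO against I53A 72 lower and 10 lists. Slide as a block gave I53A 18 lower. Slide 1 alone gave KO 290 and 42, I53A 1 and 1, KO against I53A 61 and 2, both 1 and 0, a slope of 0.249, a median change of −1.11 for probes lowered in KO, and 5 lists in I53A. The replicate number as a block gave KO 212 lower, I53A 19 and 6, KO against I53A 162 and 31, both 19 and 5, and 5 lists in I53A. The replicate numbers did not pair the samples: among the residuals of 12075 probes above background on all 9 arrays, arrays of different groups with the same number correlated between −0.39 and 0.378 (Pearson's r across probes, which are not independent replicates), and 2 of 9 arrays correlated best with their own number. Arrays that shared slide and row correlated between −0.00864 and 0.431, and pairs with neither in common between −0.254 and 0.246. Slide row as a block gave I53A 29 and 8 and both 24 and 8. With 2 groups in the fit I53A had 35 and 11 and KO against I53A 179 and 33, with 5 lists in I53A. The eBayes fit with trend and robust gave I53A 137 and 61, both 91 and 36. Rnf2 differed between KO and I53A with that fit (log2FC −1.01, adjusted p 0.0436) and with dim probes left out (−1.01, 0.0364). With treat at 1.2-fold KO had 516 and 170, I53A 38 and 12, KO against I53A 187 and 39, both 29 and 9, and the median I53A change of probes lowered in KO was −0.70. With estimated correlation 3 lists passed in each comparison, with fry, whose null is no change, 8 in KO and 11 between the mutants, and with the mean of all probes of a gene 8 in KO. The blocks, slide 1 alone and 2 groups leave fewer degrees of freedom, and filters and treat change the set or the null that is tested. Beyond that the cause was not tested.

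Leaving out 1 array in turn gave 456 to 787 higher and 149 to 312 lower probes in KO, 16 to 62 and 5 to 25 in I53A, 147 to 254 and 30 to 72 between the mutants, and 15 to 43 and 4 to 17 in both. The slope ranged from 0.331 to 0.48, the median I53A change from 0.577 to 0.83 for probes raised in KO and from −0.787 to −0.597 for those lowered. Between 5 and 7 lists passed in KO, 5 and 9 in I53A and 6 and 7 between the mutants, with 1, 0 and 1 chromosomes each time. The Rnf2 change ranged from −0.718 to −0.352 in KO, 0.285 to 0.543 in I53A and −1.16 to −0.792 between the mutants. A 2-fold change was called in 5.97% to 17.2% of simulated cases (67 to 134 probes per comparison), so changes of that size were mostly missed there. With 200 changed probes per group, these simulations may not give the share missed in the real comparisons.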

Other observations

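The tests of chromosome 11, of Eif2s3y, and of single WT arrays and the state of the WT cultures for Atf4 were chosen after those results were seen. The lists of interferon-stimulated and ATF4 target genes were drawn up after Ifi27 and Atf4 had been seen, from genes whose values had not been looked at. Genes induced by interferon were higher in KO cells. Of 37 such genes 10 rose: Rtp4 (log2FC 3.25, SE 0.27, adjusted p 0.000163), Ifi35 (2.85, 7.87e-05), the immunity-related GTPases Irgm1 (2.65, 0.000499) and Igtp (at least 5.45-fold, 0.000275), the oligoadenylate synthetase genes Oasl2 (at least 3.22-fold, 0.00715) and Oas2 (at least 1.83-fold, 0.00164), Isg20 (2.27, 0.00147), the immunoproteasome genes Psmb8 (1.98, 0.0135) and Psmb9 (1.37, 0.0177), and Gbp3 (at least 2.71-fold, 0.00738). The median was 0.76, with 28 of 37 positive (camera p 3.85e-10, 0.00313 with estimated correlation, 1.58e-08 within slide 1). Several of the genes are on chromosome 11, and without that chromosome 7 of 30 rose with a camera p of 3.33e-07 (0.00528 with estimated correlation), so the chromosome 11 shift alone does not account for the pattern. KO cells differed from I53A cells as well (7 of 37 higher, median 0.56, camera p 1.33e-08, 0.00499 with estimated correlation), less so without chromosome 11 (4 of 30 higher, median 0.21, camera p 9.5e-06, 0.0101 with estimated correlation), and I53A cells had Tap1 (1.54) higher than WT and a median of 0.14 (camera p 0.00281, 0.0637 with estimated correlation, 0.0231 and 0.106 without chromosome 11). Irf7 and Ifit1 were not called in KO. A raised interferon response in the KO line is a candidate explanation, and no interferon was measured here.

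The shift of chromosome 11 in KO may be technical or lie in the cells. With 75th percentile scaling the median of its bright genes stayed 0.455 (log2) above that of the other chromosomes, the lower of the 2 slides gave 0.44, and genes that were not called gave 0.387, which argues against quantile normalisation, a slide effect or a few strongly raised genes as the whole cause. An extra copy of chromosome 11 in the KO line, a change that mESC lines can acquire in culture, predicts a rise along its whole length: the lowest of 7 segments of 20 Mb lay 0.314 above the other chromosomes, and the highest of 107 segments elsewhere 0.306. The excess of 0.434 (SD 0.0409 over the KO arrays, 0.00109 in I53A) is below the 0.585 that 3 copies in place of 2 would give, and whether a share of the cells or compressed array signal accounts for this was not tested. DNA copy number was not analysed here, so an extra copy stays a hypothesis.

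Eif2s3y fell to background in I53A on both slides (log2 −4.17 and −4.61), which argues against a slide effect. Loss of the Y chromosome from the I53A line would take every Y-linked gene to background. Of 3 Y-linked probes of the list above background on all WT arrays, 2 (Zfy2, 5.01 in WT and 5.31 in I53A, and Sry, 5.79 and 5.50) stayed above it on at least 1 I53A array, which argues against loss of the whole chromosome unless these dim probes detect other transcripts. A smaller deletion, silencing of the gene or a change under its probe could each remain, and none was tested.

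Atf4 and its targets Chac1 and Ddit3 were lower in both mutants than in WT. Lower ATF4 signalling in both mutant lines would lower other ATF4 targets in both: of 36 not looked at before, 26 were negative in I53A (median −0.30, camera p 9.02e-05, 0.00434 with estimated correlation) and 24 in KO (median −0.17), where the camera p of 0.127 (0.133 with estimated correlation) missed the threshold, so that prediction was not met in KO. Without any 1 of the WT arrays the targets stayed lower in I53A (median −0.22 to −0.32, highest camera p 0.000838, 0.0163 with estimated correlation), which argues against 1 deviant WT array as the source of the I53A shift. In KO the targets did not pass in any of these fits either (camera p 0.111 to 0.207), so for the targets this stays open there. A p that misses the threshold does not show that the targets were unchanged in KO. For Atf4, Ddit3 and Chac1 themselves every WT array lay above every KO array. Atf4 was 10.67 to 11.2 in WT and 8.46 to 8.65 in KO. Ddit3 was 9.29 to 9.43 and 7.82 to 8.15, and Chac1 7.52 to 8.28 and 5.54 to 6.64. All 334 probes called lower in KO had such separated arrays, so the separation came with the call. It therefore cannot decide whether 1 deviant WT array was the source for these genes in KO. Chac1 lost its call without any 1 WT array. A state of the WT cultures may equally give lower values in both mutants: Atf4 did not pass the test between KO and I53A (adjusted p 0.54), both mutants were set against the same WT arrays, and these explanations cannot be told apart without other WT cultures.

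With 3 arrays against 3 there are 10 splits of the samples, so the share with a result as large cannot go under 0.1. For called probes the real split gave 1158 in KO, 99 in I53A and 400 between the mutants, the highest other split 0 each time, and 1 of 10 splits was as large. For lists it gave 5, 9 and 6 against a highest other of 5, 2 and 2 (2, 1 and 1 of 10 splits as large). The other split with 5 lists set WT 1, WT 2 and KO 1 against the rest, which does not follow the slides. For chromosomes by camera it gave 1, 0 and 1 against 0, 0 and 0 (1, 10 and 1 of 10). For probes called in both mutants, 100 regroupings of the 9 arrays were used: 51 higher was not reached by any other (highest 42, 1 of 100 with the real one), and 22 lower was reached by 3 of 100 with the real one. The 2 others, with 182 and 199, put the 3 KO arrays in the place of the control and so follow the structure of the samples. Of the 99 other regroupings, 94 part the KO arrays and none of these 94 calls a probe in both, so the KO difference fixes the outcome and the regroupings do not show whether chance gives such an overlap of I53A with KO.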
